A study of Escherichia coli str. K-12 substr. MG1655 and Escherichia coli DH5[alpha] with 60 samples.

How the data were processed

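The series holds 60 samples of Escherichia coli promoter libraries: 26 DNA samples, 26 RNA samples and 8 samples that link barcodes to promoter sequences. Each library is a population of cells with a barcoded promoter variant integrated in the chromosome, and barcodes were sequenced from genomic DNA and from total RNA, per the labels. The libraries were grown as strain MG1655 and the barcode maps came from DH5alpha. Titles name the landing pads rLP5, fLP3 and rLP6, whereas the sample descriptions give the nth-ydgR intergenic region for every sample; the titles were followed. The first RNA sample of several libraries is described as DNA counts, and there too the title was followed. Samples were grouped by library, landing pad, medium and nucleic acid. The DNA and RNA groups hold 4 samples each, from 2 biological replicates with 2 technical replicates, except those of the rLP5 TSS library, which has 1 biological replicate with 2 technical replicates. The barcode maps form 4 groups of 2 numbered samples, whose labels name no biological or technical replicate. Growth was in Luria-Bertani medium (LB), and for the fragment library also in M9 with 0.2% glucose.

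Activity values were deposited as a ratio per variant and RNA sample; that this is the RNA barcode level over the DNA barcode level was inferred from the column names and from the values. In the fragment tables the ratio has 2 replicate columns per medium, and the files do not say which of the 4 RNA samples each one holds. The lowest deposited ratios and the replicate differences in the fragment tables show limits (no value under 0.101 in LB, no replicate pair beyond 4.99-fold), so those tables were filtered before they were deposited. The DNA barcode level was deposited as a signal per variant, and the 2 DNA columns of each fragment table hold identical values. Barcode maps were deposited as counts of reads per barcode. An activity score, fitted and scaled by the authors, is given per variant in the TSS, tile and scramble tables, and in the 3 TSS tables and the tile table the deposited active mark equals a score of at least 1 in every row. How that score was fitted, and which aligner, barcode counter, versions and filters were used, is not given in the sources used here. Total counts per RNA sample are not in the tables, so the depth behind a value is given by the DNA level and the number of integrated barcodes.

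In total 22 ratio columns were used, and 10 further per-replicate summary columns were not used here. The list of barcodes per fragment was not used here, since it holds no measured value. Technical replicates were averaged first, then biological replicates; errors are SDs over the 2 biological replicates (2 technical replicates for rLP5, 2 replicate columns for fragments). Outside the fragment tables each distinct sequence was counted once, since some tables repeat a sequence under several names. Fragments were counted by row. In LB 321123 rows hold 320779 distinct sequences, and in M9 318457 rows hold 318151. Coordinates are those of build U00096.2, which the fragment tables name, counted from 1. The genome sequence was rebuilt from the fragments, which cover 4611945 of its 4639547 bases. Checked against it, 99.0% of plus-strand and 99.2% of minus-strand start site variants equal the rebuilt sequence at their coordinates. Tiles were placed from the start or end of their peak, because the tile table's own start and end columns match no tile. The annotation supplied with the work belongs to another build, so no gene was placed.

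A variant was called active when its mean was above the median plus 3 SD of the negative controls of the same table, on the linear scale. In the scramble table the limit came from the 458 unmodified negative controls. The 103 rows named as scrambled versions of controls were left out of the limit; this was chosen after the names were seen. The fragment tables hold no controls, so the limit there was the median plus 3 SD of a null mirrored from the lower side of the distribution. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only. Log2 values were taken after adding 0.1. Landing pads were compared by Pearson and Spearman correlation across start sites, which are not independent replicates.

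For M9 against LB, fragments were placed by midpoint in 200 bp windows per strand. Each window with at least 3 fragments in both tables took the median log2 activity per replicate column, and every column was centred on the median of all windows. A window was called when both M9 columns lay on one side of both LB columns and the means differed by at least 1 on the log2 scale. Lack of overlap alone has a chance share of 33.3% with 2 against 2 columns. As a check on counting noise, added after the calls were seen, fragments were divided at random into 2 sets by sequence, the same division in both media, and the rule was applied to each set over the 18883 windows with at least 3 fragments per medium in both. Scrambled variants were compared with the unscrambled promoter within a replicate, and the 2 log2 ratios were tested with limma 3.58.1 in R 4.3.3, two-sided, at a Benjamini-Hochberg adjusted p of 0.05 over all variants of promoters past the limit. The core element effect was the mean over a promoter's scrambled windows that hold all of −12 to −7 (−10 region) or −35 to −30 (−35 region), minus the median of the same promoter's remote windows, which end at or before −60. It was tested over promoters with a two-sided sign-flip permutation test of 100000 resamples, for which 1e-05 is the smallest p. Positions were planned to be those of the table, and positions counted from the sequence were added after the data were seen. For the scrambled windows named below, sequence positions matched the genome coordinates on the minus strand but not to the base on the plus strand. The core regions are therefore defined by these labels and may not be exactly the same bases on both strands. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

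Named items were chosen by a rule set before the data were examined. For start sites it took the 3 with the highest rLP5 mean among those past the limit in every column of all pads. For windows it took the 3 called with the largest difference in each direction. For tiles it took the 3 peaks with the highest tile among tiles past the limit in each column. For scrambles it took the 3 called with the largest decrease and the 3 with the largest increase. These scrambles had the same sign in every column, and each came from a different promoter. Start sites and scrambles whose name stands for several sequences were left out.

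The limma step was tested on simulated data with 200 changed variants among 10402, in 20 sets per setting. Taking single replicate differences as standard deviations was tried first, and limma then made no calls in all 20 sets at a change of 1 and at a change of 2. Drawing standard deviations from the prior that limma fitted to the real ratios was tried after that. At a change of 2, the median share recovered was 100%, the median share of false calls was 8.68% (3.86% to 22.8%), and 17 of 20 sets were above 5%. At a change of 1, 60% were recovered (0% to 87%), with 8.58% false calls, 11 sets above 5% and 4 sets without calls. With 2 replicates the adjusted p of 0.05 is therefore not a firm bound on false calls. Simulated errors were independent between variants, whereas the real variants of a promoter share its unscrambled value. Dividing the fitted prior degrees of freedom by 2 (from 10.5 to 5.25 on the real ratios) was added after this test. At a change of 2 it lowered the median share of false calls to 1.97%, with 9 sets still above 5%. At a change of 1 it left 14 sets without calls. There it did not lower the median share of false calls, which was 8.66%, with 4 sets above 5%. The window rule recovered 198 and 200 of 200 changed windows among 41838 at changes of 1.5 and 3 under the first noise model, with 40 and 29 false calls, and 200 and 200 under the second, with 3 and 6. limma on those windows recovered 80 and 175 under the first model with 0 and 4 false calls, and 198 and 200 under the second with 8 and 14. Without any effect, 10 of 200 sign-flip tests gave p under 0.05.

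Alternatives covered the limit, the pseudocount, filters on barcodes, fragments and activity, window length, centring, the paired ratio and leaving out each replicate. Several more were added after the data were seen, and the closing section names them.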

Results

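Promoter activity was measured as the ratio of RNA to DNA barcode level in 4 kinds of library. The TSS library holds 150 bp variants around reported transcription start sites and was integrated at 3 landing pads. The fragment library holds genomic fragments of both strands and was grown in LB and in M9 with 0.2% glucose. The tile library holds synthesised pieces of regions called peaks by the authors, and the scramble library holds promoters in which a 10 bp window was scrambled, in steps of 5 bp. Each library had 4 RNA and 4 DNA samples per condition, except the rLP5 TSS library with 2 and 2. The summed DNA level per replicate was between 795888 and 1700780 over the tables. A variant carried a median of 61 integrated barcodes in the rLP5 TSS library, 35 in fLP3, 46 in rLP6, 8 in the tile library and 7 in the scramble library. Of the fragments, 97.0% in LB and 98.4% in M9 had a single barcode. Replicates correlated across variants with Pearson r of log2 activity between 0.951 and 0.975 in the synthesised libraries, and of 0.686 in LB and 0.727 in M9 for fragments.

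The first question, set by the stated measurement of reported start sites, was how many of them had promoter activity above that of negative controls. In rLP5, 2086 of 17045 start sites were past the control limit of 1.03, a share of 12.2% (95% interval 11.7% to 12.7%). In fLP3 the share was 13.3% (12.8% to 13.8%), 2246 of 16914 at a limit of 0.983. In rLP6 it was 12.8% (12.3% to 13.3%), 2177 of 16997 at a limit of 0.997. Of the negative controls, 3 of 482, 5 of 481 and 4 of 480 were past the same limits. The median absolute deviation of the controls in place of their SD gave 19.2%, 19.7% and 20.4%, the largest change by fold in rLP5 and rLP6; in fLP3 requiring every column past the limit moved the share more, to 8.83%. The authors' deposited score of at least 1 gave 15.5%, 16.8% and 15.6%. None of these intervals holds variation between cultures, and in rLP5, with 1 biological replicate, that variation was not measured.

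**Figure D1:**
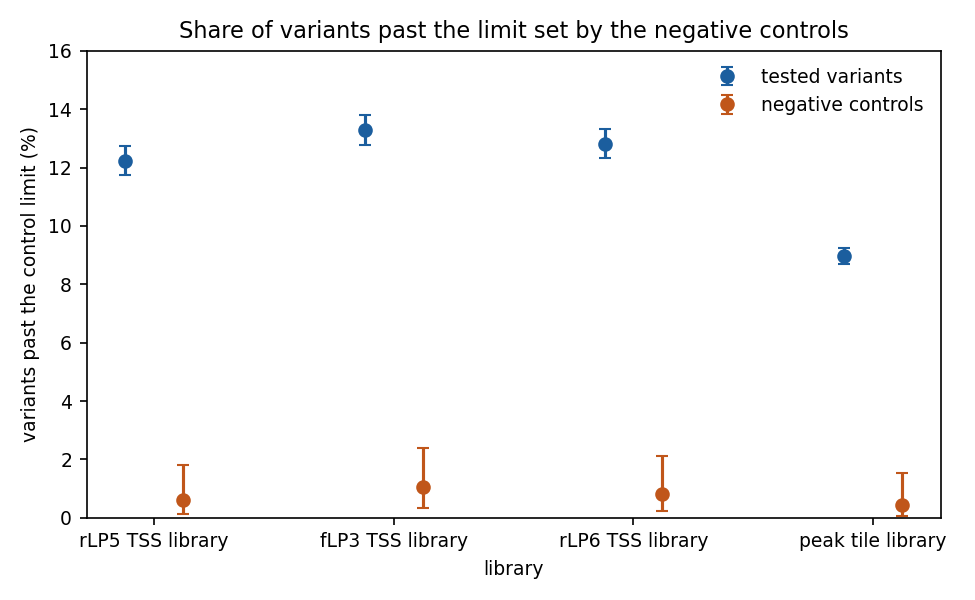
Percentage of variants past the limit set by the negative controls (vertical axis) in the 3 TSS libraries and the tile library, for tested variants and for the controls themselves, with exact 95% intervals as bars. The tested variants lie between 8.97% and 13.3%, above the controls in all 4 libraries.

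The landing pads were compared over the 16893 start sites measured in all 3. Pearson r of log2 activity was 0.960 between rLP5 and fLP3, 0.961 between rLP5 and rLP6, and 0.979 between fLP3 and rLP6, where replicates within a pad gave 0.967, 0.970 and 0.957. Spearman's rho was 0.626, 0.639 and 0.652 between pads and 0.597, 0.629 and 0.654 within them. Between pads, means over replicates were correlated. Within a pad single replicates were, which in rLP5 are technical. Averaging lowers noise, so the 2 kinds of correlation cannot be ranked against each other. With 1 replicate of a pad left out, r between fLP3 and rLP6 was 0.961 to 0.973. All these correlations run across start sites, which are not independent replicates. Restricting those between pads to the 2545 start sites past the limit in at least 1 pad moved rho most, to 0.837, 0.835 and 0.925. Of the 16893, 1747 (10.3%) were past the limit in all 3 pads, 369 in 2, 429 in 1 and 14348 (84.9%) in none; 34.1 would be past it in all 3 if the pads were independent. In every replicate column of all 3 pads, 1262 were past the limit.

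Among those 1262, the start site with the highest rLP5 activity was TSS_7644_regulondb on the minus strand at 1990204, with 116 ± 28.1 (SD, n = 2 technical replicates) and 27 barcodes; it had 206 ± 145 in fLP3 and 192 ± 8.36 in rLP6 (n = 2 biological replicates) on 3 and 4 barcodes. TSS_10290_storz_wanner_regulondb on the minus strand at 2729470 had 116 ± 1.11 in rLP5, 135 ± 33.4 in fLP3 and 131 ± 5.53 in rLP6. TSS_15717_wanner on the plus strand at 4033260 had 108 ± 13.6, 138 ± 10.2 and 138 ± 9.28. Their order in rLP5 depended on the technical replicate. Without replicate 1 these start sites had 93.3, 112 and 95.3 times the rLP5 limit, in the order named. Without replicate 2 they had 122, 104.5 and 105.1 times the limit. The control medians were 0.695, 0.683 and 0.698.

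In the genomic fragments, the question was how much of the genome drives transcription in each medium. In LB, 13114 of 321123 fragments were past the limit of 1.62, a share of 4.08% (4.02% to 4.15%). In M9, 24031 of 318457 were past the limit of 1.37, a share of 7.55% (7.45% to 7.64%). No negative controls are in these tables, so the shares rest on a null mirrored from low values. Filtering had cut those low values. The lowest activity was 0.101 in both media, and in M9 the mirrored lower limit of 0.0982 lay under it. This null may therefore be too narrow and the shares too high. A limit at 5 SD moved them most by fold, to 2.15% and 4.60%, and a limit at 2 SD gave 7.41% and 11.5%. In LB the share was 6.03% in the lowest of 4 equal groups by DNA level and 3.08% in the highest. Of the 298507 fragments in both tables, 8921 were past the limit in both media, 3042 in LB only and 13439 in M9 only, with Pearson r of log2 activity of 0.712 across fragments. The excess in M9 depended on the 2 limits, which differ. With the M9 limit of 1.37 in both media, an alternative added after the data were seen, 7.36% were past it in LB against 7.55% in M9, with 9465 in LB only and 10292 in M9 only. With the LB limit of 1.62 in both, the shares were 4.08% and 5.50%, with 3663 and 8049. The median activity was 0.875 in LB and 0.736 in M9, and no control gives the media a common scale.

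M9 was compared with LB over 41838 windows of 200 bp per strand. By the rule set beforehand, 683 windows were higher and 83 lower in M9, so 89.2% of the calls were higher. The 2 other ways of splitting the 4 columns gave 3 and 1 calls; both columns of a medium share their DNA values, so noise in the DNA level is not seen in those splits. When fragments were divided at random into 2 sets, 320 of the 360 windows called in the first set (88.9%, 85.2% to 91.9%) differed with the same sign in the second. Numbers in each direction changed with the centring. Without centring, 411 were higher and 136 lower (75.1% higher). With columns centred on the 824 windows past the limit in both media, an alternative added after the data were seen, which shifts all windows alike, 127 were higher and 5543 lower (2.24% higher). Window values are given relative to the median window of each column. The log2 differences of the 6 windows named here kept their sign under every alternative run on them.

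The largest increase in M9 was on the plus strand at 4603601 to 4603800, where log2 activity went from 0.18 ± 0.07 in LB to 5.52 ± 0.37 in M9 (SD, n = 2 replicate columns), a difference of 5.34 over 9 and 7 fragments. On the minus strand at 2510601 to 2510800 the difference was 4.88, from 0.18 ± 0.19 to 5.06 ± 0.29. On the minus strand at 3579001 to 3579200 it was 4.78, from 1.46 ± 0.44 to 6.23 ± 0.08. The largest decrease was −4.04, on the plus strand at 3931201 to 3931400, from 5.49 ± 0.04 to 1.44 ± 0.01. On the minus strand at 4464201 to 4464400 it was −4.04, from 3.92 ± 0.17 to −0.12 ± 0.03, and on the plus strand at 2011001 to 2011200 it was −3.57, from 4.32 ± 0.03 to 0.75 ± 0.08. The opposite strand of the first and the last of these windows changed too, by 2.77 and −3.09. With the mean over fragments in place of the median, the increases were 3.07, 3.51 and 4.72, in the order given above. The decreases were then −3.23, −3.82 and −2.66, so the order within each direction depends on that choice.

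In the tile library, which covers 3382 peaks, 3994 of 44512 tiles were past the control limit of 1.7, a share of 8.97% (8.71% to 9.24%), with 2 of 470 negative controls past it. Peaks with at least 1 such tile numbered 695 of 3382, or 20.5% (19.2% to 22.0%). With this many tiles per peak, 5.32% of peaks would have one if tiles passed at the rate of the negative controls, and 18.5% if they passed at the rate of the random sequences in the same library; both numbers treat the tiles of a peak, which overlap, as independent. A single negative control, at 3010435 to 3010584, set much of this limit. Its activity was 9.44 ± 0.42 in the tile library on 7 barcodes and 5.96 ± 0.10 in the scramble library on 18, against 0.666 ± 0.032, 0.702 ± 0.078 and 0.719 ± 0.062 in the 3 TSS libraries. It lies in the opposite orientation in the tile and scramble libraries, as do 166 tile and 163 scramble controls. Without it the tile limit fell to 0.820, 22.2% of tiles were past it and 43.3% of peaks held such a tile, against 34.5% at the rate of the random sequences. The alternative that moved the shares most, the median absolute deviation of the controls, gave 39.3% of tiles and 60.8% of peaks, against 58.6% at the rate of the random sequences. With the limit from controls in the TSS orientation, added after the data were seen, 51.4% of peaks held such a tile, against 43.3%.

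**Figure D2:**
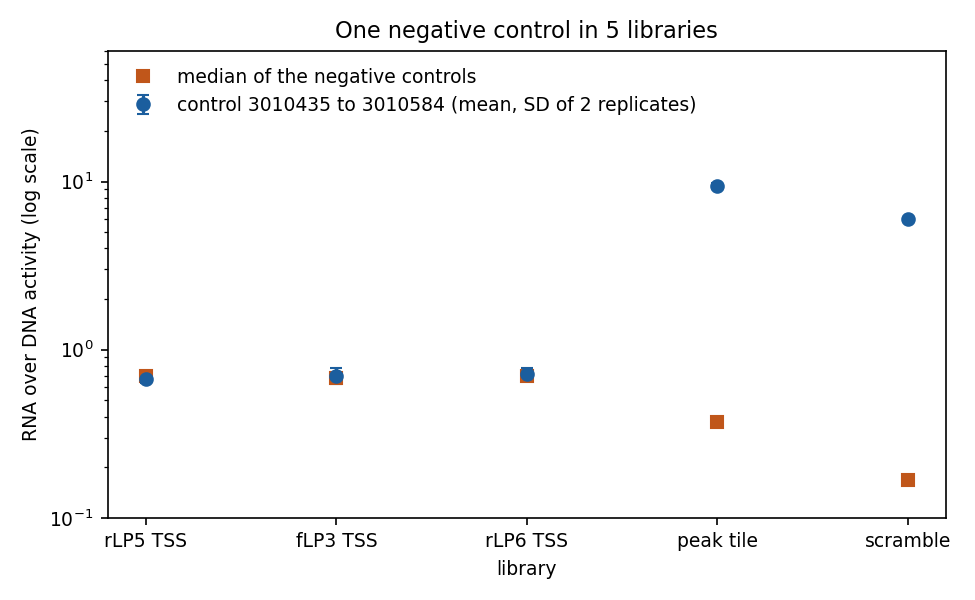
Activity of the negative control at 3010435 to 3010584 (log axis) in 5 libraries, as mean and SD of 2 replicates, beside the median of all negative controls of that library. It lies near the control median in the 3 TSS libraries and at 9.44 and 5.96 in the tile and scramble libraries.

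The 3 peaks with the most active tile were all on the plus strand. The peak at 3717647 to 3718152 had a tile with 110 ± 43.3 (SD, n = 2 biological replicates) on 3 barcodes. The peak at 4164205 to 4164705 had one with 98.3 ± 12.1 on 4 barcodes, and the peak at 2518780 to 2519118 one with 87.2 ± 2.30 on 4.

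The scramble library asked which positions of a promoter carry its activity. Of the 1820 promoters with an unscrambled version, 401 (22.0%, 20.1% to 24.0%) were past the limit of 0.999, as was 1 of 458 unmodified negative controls. The same control set this limit too: without it the limit was 0.357 and 1296 promoters were past it. Among 10402 scrambled variants of the 401 promoters, limma at an adjusted p of 0.05 called 3811 (36.6%) lower and 803 (7.72%) higher than the unscrambled promoter. Of these, 2938 and 334 changed by at least 1 on the log2 scale. Simulated data of this size, with 200 changed variants, gave a median of 8.68% false calls at a change of 2. Thus 5% is not a firm bound on the false calls. The share of 8.68% does not carry over to the real calls, which are far more numerous. Variants of a promoter also share its unscrambled value, and the simulation left that shared error out. Without the most active control, 9560 lower and 2596 higher calls were made among 33827 variants.

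The core elements were compared with remote windows of the same promoter. By the positions given in the table, as planned, scrambling the −10 region changed log2 activity by −0.90 (median over 366 promoters, quartiles −2.74 and 0.19, lower in 242, permutation p 1e-05) and the −35 region by −0.77 (362 promoters, lower in 244, permutation p 1e-05, the smallest possible). With the limit without the most active control, added after the data were seen, they were −0.32 over 1177 promoters and −0.26 over 1151. These positions match the place of the altered bases in 100% of plus-strand variants and 3.43% of minus-strand variants. By the sequence of the variants, a choice made after the data were seen, the changes were −2.24 over 358 promoters and −1.85 over 358 promoters, both at p 1e-05. For plus-strand promoters they were −2.36 and −1.92. For minus-strand promoters they were 0.036 (p 0.762) and −0.19 (p 0.0649) by the table and −2.14 and −1.74 by the sequence. By the sequence, 77.7% of variants scrambled from −20 to −11 and 72.9% of those from −40 to −31 were called lower. Calls of higher activity were most frequent for windows from −30 to −21, −25 to −16 and −5 to 4, at 16%, 15.2% and 16.4%.

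**Figure D3:**
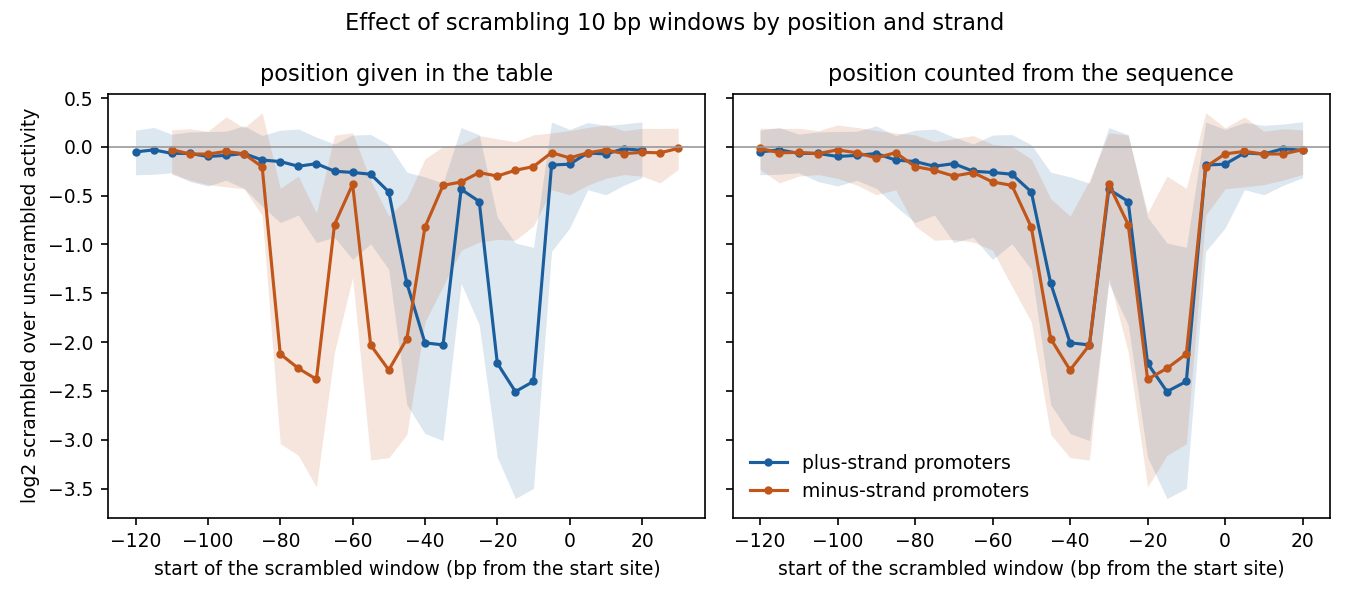
Median log2 ratio of scrambled to unscrambled activity (vertical axis, bands show quartiles) by the start of the scrambled window, for plus-strand and minus-strand promoters past the limit. By the table's positions the deepest windows start at −15 and −70 on the 2 strands, and by the sequence at −15 and −20.

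With a pseudocount of 0.1, the largest called decrease was −7.80 for TSS_16273_wanner with −20 to −11 scrambled, from an activity of 49.4 to 0.121. Its moderated SE was 0.20 (n = 2 biological replicates, adjusted p 3.48e-10 with limma), and the SD of the 2 ratios was 0.15. The moderated SE and the p rest largely on the spread of all variants, not on that of these 2 replicates. Each variant named here is from a different promoter. TSS_15717_wanner fell by 7.68 with −10 to −1 scrambled, and TSS_15721_regulondb fell by 7.67 with −100 to −91 scrambled. All 3 are on the plus strand. By coordinate their windows are 4164369 to 4164378, 4033251 to 4033260 and 4033340 to 4033349, with start sites given at 4164388, 4033260 and 4033439. The second window thus includes the base given as the start site, so these plus-strand labels are not exact to the base. Their scrambled activities (0.121, 0.126 and 0.0283) lie below the control median of 0.167, so the pseudocount sets the size and order of these decreases: with 0.01 they were −8.55, −8.45 and −9.47, and with 1 they were −5.48, −5.36 and −4.71. The largest increase was 4.33 for TSS_10672_wanner with −25 to −16 scrambled, from 1.16 to 25.4 (moderated SE 0.20, SD 0.057, adjusted p 4.33e-09 with limma). TSS_1365_storz rose by 3.99 with −120 to −111 scrambled and TSS_4325_wanner by 3.78 with −5 to 4 scrambled; these 3 are on the minus strand, with positions counted from the sequence. Unscrambled activities of the 6 rest on 3 to 10 barcodes.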

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

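In this part, the test of the parent controls' activity was chosen after the result was seen, and so were positions counted from the sequence. The other limits for the random sequences, and leaving out a replicate there, were also chosen after the result was seen. Promoter-like hexamers were tested as a sequence explanation for the random sequences and the scrambled controls. The design names no biological group that separates these patterns.

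The effect of scrambling the core elements differed between the strands when positions were taken from the table. The minus-strand median exceeded the plus-strand median by 2.39 for the −10 region (190 plus-strand and 176 minus-strand promoters) and by 1.73 for the −35 region (188 and 174), both at p 1e-05 by permutation of the strand labels, the smallest p that 100000 permutations can give. With positions counted from the sequence the differences were 0.21 (permutation p 0.205) and 0.18 (permutation p 0.489). These regions may not be exactly the same bases on both strands, since plus-strand labels of the named windows did not match coordinates to the base. Whether the position column is mirrored for minus-strand promoters was tested by the place of the deepest drop. Over minus-strand promoters the deepest window started at −20 by the sequence, next to −15 on the plus strand, and at −70 by the table. The sum of both positions was −90 in 100% of the 5020 minus-strand variants tested. The values are consistent with a position column that runs the other way for minus-strand promoters, and no strand difference was detectable once positions were counted from the sequence.

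Random sequences in the tile library, which no comparison of shares used as its subject, passed the limit more often than negative controls: 16 of 936, or 1.71% (0.980% to 2.76%), against 2 of 470, or 0.426% (0.0516% to 1.53%), Fisher's exact p 0.0455, two-sided. That limit is set largely by the single control at 3010435 to 3010584. With this control left out of the limit and of the comparison, the shares were 3.95% and 1.07% (5 of 469 controls, p 0.00234). With limit and comparison from controls in the TSS orientation alone they were 5.77% and 1.02% (3 of 295, p 0.000205), and with the median absolute deviation of all 470 controls 11.1% and 2.77% (p 9.71e-09), all by Fisher's exact test. Without replicate 1 they were 1.39% and 0.426% (p 0.166). GC content was lower in the random sequences, with a median of 50% against 52% in the controls, so a composition effect may contribute. Hexamers within 1 base of TATAAT were present in 68.8% of the random sequences past the limit (11 of 16) and in 50.3% of the others, Fisher's exact p 0.207; 16 sequences are too few to decide, and this explanation stays open.

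Scrambled versions of negative controls in the scramble library passed the limit in 8 of 103 cases, or 7.77% (3.41% to 14.7%), against 1 of 458 unmodified controls, Fisher's exact p 7.83e-06, two-sided. The 103 versions come from only 4 parent controls and are not independent. Parents that were more active from the start were considered as an explanation: the least active had 0.365 and the most active 0.648, against a control median of 0.167, and 1.97% of the unmodified controls (9 of 458) exceeded the least active parent. In the scramble library none of the parents was past the limit of 0.999. All 4 were, however, past the limit of 0.357 that leaves out the most active control. The scrambled versions had a median of 0.535, within the range of the parents. In the TSS libraries 3 of the 4 were past the limits of all 3 pads: the controls at 1288847 to 1288996, 2104897 to 2105046 and 1215678 to 1215827 had 2.22, 1.90 and 1.38 in rLP5, the 3 highest values of its controls. The fourth, at 949382 to 949531, had 1.033 there, just under the limit of 1.035. The versions past the limit do not follow the activity of the parents, however: they were 0 of 28 for the control at 1288847 to 1288996, 2 of 28 for the one at 2104897 to 2105046, 3 of 24 for the one at 1215678 to 1215827 and 3 of 23 for the least active parent. With 4 parents this explanation stays open. A gained TATAAT-like hexamer was found in 25% of the versions past the limit (2 of 8) and in 12.6% of the others, Fisher's exact p 0.297, which 8 versions are too few to decide.

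A test for a column far from the other 3 was run on 12 groups of 4 columns (share past the limit, median activity and control median in 4 libraries), of which chance would mark about 1 in 20; 0 of the 12 were past the critical value.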

How the results depend on the processing

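Alternatives were fixed before the data were examined, except those said here to be added later. Also added later were the count of every row with repeated sequences and the authors' score for start sites. For windows, the use of only fragments present in both tables was added later and gave 667 higher and 74 lower. For the core elements, plus-strand promoters alone, positions counted from the sequence and the limit from all control rows were added later. Of 364 values under an alternative, 289 were counted as unchanged. They stayed on the same side of their threshold, within 1.5 times a count or share, or within the spread between columns. All 166 values of the named items are among them, judged only by the side of the threshold. Those items were chosen as the most extreme, so this says little about the size of their values. Of the 364, 72 moved, 2 weakened and 1 reversed. The causes of the moves were not tested, unless stated.

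The shares of active start sites moved to 19.2% (rLP5) and 20.4% (rLP6) with the median absolute deviation of the controls, and to 8.83% (fLP3) with every column past the limit. Leaving out a replicate gave 10.9% to 12.2% in rLP5, 12.6% to 12.9% in fLP3 and 11.4% to 13.2% in rLP6. The correlations between pads are set against very small spreads between columns, so most count as moved. For rLP5 and fLP3, r was 0.957 with pseudocount 0.01, 0.970 with 1, 0.953 for start sites past the limit in at least 1 pad and 0.951 to 0.954 without a replicate. For rLP5 and rLP6, r was 0.969 with pseudocount 1, 0.953 for the active ones and 0.947 to 0.957 without a replicate. For fLP3 and rLP6, r was 0.988 with pseudocount 1 and 0.961 to 0.973 without a replicate. Spearman's rho rose to 0.837, 0.835 and 0.925 for the active ones. Without a replicate it was 0.581 to 0.595, 0.593 to 0.611 and 0.602 to 0.623. Start sites past the limit in all 3 pads numbered 1605 to 1724 without a replicate and 1938 to 2596 under the other limits, which were added later.

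Tiles depended on the limit. Their share was 19% at the 99th percentile of the controls and 39.3% with the median absolute deviation. Under alternatives added later it was 22.2% without the most active control, 28.9% with controls in the TSS orientation, 5.81% with reversed controls and 33.1% by the authors' score. Peaks with an active tile made up 38.2%, 60.8%, 43.3% and 51.4% under the first 4 of these. Removing 1 control lowered the limit from 1.7 to 0.820 by its construction. Without a replicate the shares were 8.70% to 9.25% of tiles and 20.4% to 22.0% of peaks. All alternatives for the random sequences were added later. Their share past the limit was 2.24% to 11.1% under other limits, and 1.39% (Fisher's exact p 0.166 against the controls) to 1.82% without a replicate.

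The LB share of fragments was 7.41% at 2 SD, 2.15% at 5 SD and 2.52% with every column past the limit, and the M9 share was 11.5% at 2 SD and 4.60% at 5 SD. With the limit of the other medium, added later, the shares were 7.36% in LB and 5.50% in M9. Without a replicate they were 4.07% to 5.33% and 7.68% to 7.73%. Nearly all fragments rest on a single barcode, which limits what depth can show: only 316 LB and 94 M9 fragments have at least 3.

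Windows higher and lower in M9 (683 and 83) became 282 higher with pseudocount 1, 139 lower with windows of 100 bp, 411 and 136 without centring, 1803 and 219 with limma, of which 681 and 83 were the same windows, and 2575 and 508 with limma on columns paired by their replicate number, which held all 683 and 83. Whether equal numbers in the 2 media mark a shared culture or batch is not stated. Alternatives added later gave 384 and 133 with columns scaled to one spread, and 127 and 5543 with centring on windows past the limit in both media, which turns the balance of directions by its construction. Without a replicate they numbered 660 to 806 and 89 to 105.

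Scrambles called lower and higher (3811 and 803) became 9735 and 3581 over all promoters and 1313 and 242 with at least 10 barcodes, where more and fewer variants were tested. An unpaired fit without the replicate block gave 3286 and 499. A change of at least 1 left 334 higher, and 2919 to 3045 lower and 365 to 396 higher changes of that size were counted without a replicate. Alternatives added later gave 2282 and 377 with the limit from all control rows, 9560 and 2596 without the most active control, 1703 higher against the promoter's median scramble, and 3585 and 646 with fewer prior degrees of freedom.

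The core element effects kept their sign and stayed past the threshold under every alternative fixed beforehand, from −0.20 to −1.20 for the −10 region and −0.18 to −1.33 for the −35 region. Without a replicate they were −0.90 to −0.83 and −0.82 to −0.75. With the limit without the most active control, added later, they were −0.32 over 1177 promoters and −0.26 over 1151, both at p 1e-05. In minus-strand promoters alone, added later, the table's positions gave 0.036 (p 0.762) for the −10 region, the only reversal, and −0.19 (p 0.0649) for the −35 region; positions counted from the sequence gave −2.14 and −1.74, so the table's positions are the cause.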

Other observations

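In this part, these tests were chosen after the results were seen: the scaling and centring of the window columns, calls on both strands, fragments with much DNA, the number expected from independent pads within few barcodes, the share of higher calls at 10 or more barcodes, fitted together or apart, and the scramble limit without the most active control. The random division of fragments was added after the window calls were seen, with its prediction written before its own result. All other tests here were written down before their result was measured, though most of the patterns had been seen. The medium in the window comparison is the only biological group of the design that separates any of these patterns; sequence elements were tested as explanations where named.

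The negative control at 3010435 to 3010584 was active in the tile and scramble libraries and not in the TSS libraries. Its orientation is reversed between them. Promoter activity of the interval itself on one strand was predicted to show in the genomic fragments, and that prediction failed. Of the 5 LB fragments that hold the interval in the tile orientation, 0 were past the limit, with a median activity of 0.777 (0.218 to 0.980), against 0 of 7 and 0.867 in the other orientation. These fragments are few and have other flanking bases, so the orientation stays open as an explanation. In the tile orientation the control ends in TAT, 16 bases behind TTGACA, so the bases that follow the variant could complete a −10-like hexamer. Tiles with a hexamer within 1 base of TTGACA at that place were past the limit in 45.5% of cases when they ended in TAT (5 of 11) and in 9.24% with other ends (23 of 249), Fisher's exact p 0.00298, two-sided. The fragments, which continue into their own genomic sequence, do not argue against this. The test rests on 11 tiles and leaves the control itself untested.

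Fragments past the LB limit may in part reflect counting noise: the share was 3.08% in the highest of 4 equal groups by DNA level (2474 of 80278) against 6.03% in the lowest (4843 of 80281). Noise does not account for the fragments that hold an active start site. Fragments that hold a start site past the limit in all 3 pads, from 50 bases upstream to 10 downstream, were past the limit in 59.6% of cases on its strand (4865 of 8168) and in 6.48% on the other strand (541 of 8352). On the strand of a start site past the limit in no pad the share was 3.26%. Fragments that held neither kind of start site had 1.99%. Start sites past the limit in only some of the pads were not looked for, so that last set can hold them. Within the group with the most DNA, 57.5% of the fragments on the strand of an active start site were past the limit (1171 of 2038). Of those holding neither kind of start site, 1.12% were. These results are consistent with the 2 libraries reading the same promoters.

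Start sites past the limit in all 3 pads made up 4.50% of the group with the most barcodes (187 of 4159; 4 groups of like size) and 19.2% of the group with the fewest (821 of 4269). That direction is the one written down for counting noise. Independent noise in 3 pads would give 59.2 start sites in that lowest group, however, where 821 were observed, so counting noise that is independent between pads cannot account for most of them. Errors shared by the pads, such as wrongly assigned barcodes, were not tested. Why active variants carry fewer barcodes was not tested. Start sites whose names list more sources were active more often: 8.65% with 1 source, 37.5% with 2 and 69.9% with 3. Within the group with the most barcodes the shares were 3.43%, 23.6% and 68.2%, so unequal barcode numbers do not explain the difference.

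Active start sites had a lower GC content than inactive ones, with medians of 41.3% and 49.3%, against 52.3% in the negative controls. Over the 482 negative controls the Spearman correlation of activity with GC content was −0.12 (permutation p 0.0111, two-sided), against −0.34 over the start sites. A composition effect on any sequence may therefore contribute, and how much of the difference it explains cannot be told apart from promoter content, since the controls span little activity.

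For the windows that differ between M9 and LB, the other splits of the 4 columns gave at most 3 calls against 766 by medium. Both columns of a medium share their DNA values, so these splits cannot show noise in the DNA level. Fragments were therefore divided at random into 2 sets that share no fragment, over 18883 windows with enough fragments in both. Of the 360 windows called in the first set, 88.9% (320; 85.2% to 91.9%) differed with the same sign in the second, where counting noise alone would give about 50%, and 176 were called again. The share was 90.4% for higher calls and 75% for lower calls (27 of 36; 57.8% to 87.9%). For windows called in the second set it was 94.9% for higher and 90% for lower calls (36 of 40; 76.3% to 97.2%). Counting noise in single fragments does not account for most of these calls, and single calls can still be noise. Unequal spread of the columns was tested by scaling them, after which 74.3% of the calls were still higher in M9 (70.3% to 78.0%). Without centring, 75.1% were higher (411 against 136). With columns centred on windows past the limit in both media, 2.24% of the calls were higher, but that choice shifts all windows alike and so fixes the outcome. It decides nothing about the excess of higher calls, and the tables hold no control that gives both media a common scale. Positions called in one direction on both strands numbered 32 (30 higher and 2 lower) of 19559, against 4.55 expected if the strands were independent, and 6 were called in opposite directions. Independence of the strands is therefore not borne out. A response of the cells to the medium stays open as the reason for individual windows.

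Scrambles called higher had a median of 7 integrated barcodes against 8 for the other variants, and 6.20% of variants with 10 or more barcodes were called higher (203 of 3276) against 8.42% of those with fewer (600 of 7126), Fisher's exact p 6.39e-05. When the 2 groups were fitted apart, however, 7.39% and 7.93% were called higher (242 and 565, Fisher's exact p 0.344), so the difference depends on the fit. Whether chance high values with few barcodes supply part of the calls is left open. Of the variants called higher by at least 1, 24.0% (80 of 334) had gained a hexamer within 1 base of TATAAT, against 13.6% (787 of 5788) of the variants not called, Fisher's exact p 9.72e-07, so a new −10-like hexamer is a candidate explanation for a part of them.

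Of the 1817 promoters measured both unscrambled in the scramble library and in the rLP5 TSS library, Pearson r of log2 activity was 0.950 and Spearman's rho 0.856 across promoters. Past both limits were 399, past the TSS limit alone 1387, and past the scramble limit alone 1. Most of the 1387 depend on the single control at 3010435 to 3010584: with the scramble limit of 0.357 set without it, an alternative chosen after the data were seen, the numbers were 1287, 499 and 7. The positive controls shared with rLP5 gave r of 0.992, 0.991, 0.993 and 0.981 in fLP3, rLP6, the tile library and the scramble library. The barcode maps list 3294564 barcodes with a median of 10 reads for the TSS library, 60901 with 59 for the tile library and 1206 with 22 for the scramble library; the last 2 maps hold fewer barcodes than the activity tables count.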
